A study of Rattus norvegicus with 9 samples. Its data were reported in "Modulation of IL-1β reprogrammes the tumor microenvironment to interrupt oral carcinogenesis" (2016).

How the data were processed

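Total RNA from rat tongue tissue was labelled with biotin and hybridised to Affymetrix Rat Genome 230 2.0 arrays, 1 array per sample. The submitters' processing notes name Affymetrix Expression Console and RMA, a method that corrects background, equalises the distributions of the arrays and summarises the probes of a probe set. Their versions were not given in the sources used here. The values the authors deposited were 1 intensity per probe set and array on a linear scale, and log2 was taken of each before any test. RMA is meant to make the arrays alike in overall distribution, so a shift common to most genes may be hidden in these values. The deposited distributions were not fully alike. Upper quartiles ran from 7.04 to 7.09 log2 on normal arrays, 7.17 to 7.26 on IL-1Ra arrays and 7.22 to 7.29 on 4NQO arrays. Lower quartiles ran from 3.73 to 3.78, 3.60 to 3.70 and 3.61 to 3.66 log2 in the same order. Medians ran from 37.7 to 38.8 intensity units between arrays.

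The value table held 31099 probe sets, of which 57 Affymetrix control probe sets were left out and 31042 were tested, with no filter on dim probe sets. Platform annotation gave 20826 of these a single gene symbol, 436 several symbols and 9780 none, and no gene was named from the last 2 kinds. Of the single-symbol probe sets, 20758 had a gene identifier found in the RefSeq gene table, and 0 symbols were updated from it. They covered 14217 genes, of which 4525 had more than 1 probe set. A gene was represented by its probe set with the highest mean over the 9 arrays, and the other probe sets of a named gene were examined as alternatives.

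Samples were grouped by the treatment in their labels into normal, 4NQO and IL-1Ra (4NQO with IL-1Ra), with 3 arrays each. The labels gave no replicate number shared between groups and did not say in so many words that each sample came from a separate animal. The p-values therefore measure the spread between these samples. Arrays correlated with each other at 0.967 to 0.995 over all probe sets, and 0 pairs held identical values. The median SD of a probe set within a group was 0.11 log2 for normal, 0.19 for 4NQO and 0.15 for IL-1Ra.

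A linear model with 3 group means was fitted to the log2 values of all 9 arrays with limma 3.58.1 in R 4.3.3. Variances were moderated by eBayes with 6 residual and 4.01 prior degrees of freedom. The tests were two-sided, and p-values were adjusted by Benjamini-Hochberg within each of 3 comparisons at an adjusted p threshold of 0.05. A moderated F test covered any difference among the 3 groups. There were 35 gene lists for pathways and for cell types that a piece of tongue can hold, with 713 measured genes. They were tested by camera with a preset correlation of 0.01 between genes, adjusted over 105 list tests, and members were also adjusted over the list alone. The p-values given for single lists with an estimated correlation between genes are unadjusted. The distance of the IL-1Ra arrays from the other groups was tested by an exact permutation over 1680 assignments of the arrays. RNA quality was measured as the log2 difference between 3′ and 5′ control probe sets of beta-actin, GAPDH and hexokinase, with exact two-sided permutation tests that cannot go below 0.1 with 3 arrays against 3.

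The groups, tests, gene lists, the other settings to be tried and the rule for named genes were fixed before the data were examined. The rule takes in each comparison the 10 largest rises and 10 largest falls among called genes whose arrays did not overlap between the groups. It adds 21 of the genes that the study names, whatever their values, and up to 4 members with the lowest adjusted p of each list described. Which lists to describe was chosen after their values were seen. The methods' t-test (Student, equal variance) at an unadjusted p of 0.05 was run with a fold of 2 or 1.5, the folds the study gives. The study's text gives a detection P and names no test between groups for the arrays. Other settings tried were other scalings of the arrays, a filter leaving out the 40% of probe sets with the lowest mean, other variance models, array weights, 1 probe set per gene, other set tests and leaving out each array in turn. Weights per group were added after the data were seen.

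The procedure was tested on simulated data of 31042 probe sets, of which only a part had known changes. The share of changed probe sets affects the adjusted p, so the percentages recovered need not hold for the real comparisons. For 4NQO against normal it recovered 3.03% of changes of 0.5 log2, 83.6% of changes of 1 and 100% of changes of 2, and called 6 unchanged probe sets. For IL-1Ra against 4NQO it recovered 7.58%, 83.6% and 100%, and called 8 unchanged probe sets. In 100 simulated data sets without changes and with independent genes, camera called 0.15 lists on average and at most 2. The number of arrays limits the precision of every value. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15, from tables handled with pandas 2.3.3.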

Results

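Gene expression was measured in tongue tissue of male Sprague-Dawley rats on 9 arrays, 3 in each of 3 groups. Normal rats drank distilled water. Rats of the 4NQO group drank water with 0.002% 4-nitroquinoline oxide (4NQO), a carcinogen that forms DNA adducts and gives rise to dysplasia and squamous cell carcinoma of the tongue. Rats of the IL-1Ra group received 4NQO together with the interleukin-1 receptor antagonist (IL-1Ra), a protein that occupies the IL-1 receptor without activating it. By the labels, rats on 4NQO were killed with visible lesions between week 14 and week 22. The study's methods describe instead a fixed course of 4NQO followed by weekly injection of IL-1Ra, or of saline in the 4NQO group, under the mucosa of the middle of the tongue. In that account the rats were killed at the end of week 22, and their tongues were used for histology and the arrays. The lesion stage of each sampled tongue was not given in the sources used here, and the series' design text speaks of epithelia and fibroblasts where the samples are labelled as tongue tissue.

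The comparison of 4NQO with normal tongue asks which genes change under the carcinogen. In the 4NQO arrays, many genes of the horny layer and some of the filiform papillae fell steeply, and some matrix genes of the connective tissue fell too. Some genes of the basal epithelial layer, of blood vessels and of the circadian clock rose, such as Itgb4, Flt1 and Dbp. Krt36, a hair-type keratin of the tongue papillae, was 55.6-fold lower, at 6.34 ± 2.70 log2 against 12.14 ± 1.07 in normal tongue (SD, n = 3; limma adjusted p = 0.0176). With 1 array left out, the difference of Krt36 ran from -7.34 log2 without 4NQO array 3 to -4.87 without 4NQO array 1. The largest rise was that of Cdkn2a, a tumour suppressor gene, at 7.56 ± 0.43 against 4.32 ± 0.33 (9.51-fold; limma adjusted p = 0.0033).

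Limma called 4610 of 31042 probe sets, 2922 higher and 1688 lower in 4NQO, and 515 of them differed at least 2-fold (230 higher, 285 lower). Of the calls, 63.4% were higher, against 51.9% of 2821 calls after a new quantile normalization and 47.7% of 2480 calls after cyclic loess, so the balance of directions depended on the scaling. By symbol, 2140 genes were higher and 1005 lower, and 47 were called both ways by different probe sets. The 3′ minus 5′ difference of beta-actin, a sign of RNA quality, was also higher in the 4NQO arrays, at 1.20 ± 0.11 log2 against 0.80 ± 0.06 (exact permutation p = 0.1, n = 3). That of GAPDH was 0.35 ± 0.07 against 0.27 ± 0.03 (exact permutation p = 0.1, n = 3), the smallest p possible, with every 4NQO array above every normal array.

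Of 37 measured genes of keratinocyte differentiation and cornification, 17 fell, 1 rose and 19 did not pass; adjusted over the list alone, 22 fell and 1 rose. The list median was -1.13 log2 (camera adjusted p = 2.46e-11), with p = 0.164 with an estimated correlation. Gsdma, a gasdermin of the upper epidermis, fell 8.54-fold to 5.10 ± 0.66 log2, and Asprv1, a protease that processes filaggrin, fell 8.22-fold to 9.38 ± 1.33. The fold of Asprv1 rests in part on 4NQO array 2, at 7.89 log2 against 10.47 and 9.77 on 4NQO arrays 1 and 3. Scel, encoding the envelope protein sciellin, was 2.67-fold lower, and Anxa9 was 3.17-fold lower (limma adjusted p = 0.00646 and 0.00788). The fold of Anxa9 rests in part on 4NQO array 2, at 5.85 log2 against 7.17 and 6.90 on 4NQO arrays 1 and 3. The member that rose, named after its value was seen, was Dsc2, a desmosomal cadherin found also below the horny layer, by 1.27 log2. Kprp, a proline-rich keratinocyte protein, Kplce and Lce1f of the cornified envelope were 20.8, 10.7 and 10.3-fold lower, and S100a7l2 was at 5.03 ± 2.27 log2 against 10.28 ± 1.00. The folds of Kprp, Kplce and Lce1f rest in part on 4NQO array 2, at 5.54, 5.38 and 5.98 log2. On 4NQO arrays 1 and 3, Kprp was at 7.41 and 8.08, Kplce at 6.81 and 7.94 and Lce1f at 7.26 and 8.02. Without 4NQO array 2 the cornification median was -0.64.

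Of 7 hair keratins and papilla genes, 3 fell and 4 did not pass (5 adjusted over the list alone), with a median of -4.26 log2 (camera adjusted p = 0.000717, p = 0.134 with an estimated correlation). Krt33b was 26.1-fold lower, Krt86 was at 6.10 ± 0.36 log2 against 10.74 ± 0.83, and Tchh, encoding trichohyalin, at 7.52 ± 3.09 against 11.78 ± 1.07 (limma adjusted p = 0.059, and 0.0135 without 4NQO array 3). The keratin-associated proteins Krtap14l and Krtap1-5 were 22.3 and 19.7-fold lower. The fold of Krtap14l depends on 4NQO array 3, at 7.45 log2 against 5.11 and 5.16 on 4NQO arrays 1 and 2. Some markers of the basal and stressed keratinocyte went the other way. Of 16 measured, 7 rose, 0 fell and 9 did not pass by limma, and all 16 estimates lay above 0 (11 rose adjusted over the list alone). Their median was 0.72 log2 (camera adjusted p = 0.000663, p = 0.114 with an estimated correlation). Itgb4 and Col17a1 of the hemidesmosome rose 2.38 and 2.80-fold, the adhesion molecule Cdh3 2.26-fold and Lamb3 of the basement membrane 2.73-fold.

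In the connective tissue, 15 of 41 fibroblast and matrix genes fell, 0 rose and 26 did not pass by limma (19 fell and 1 rose adjusted over the list alone). Their median was -0.73 log2 (camera adjusted p = 5.10e-08, p = 0.216 with an estimated correlation). Fap, a protease of activated fibroblasts, fell to 5.32 ± 0.20 from 6.14 ± 0.23 log2. The matrix genes Sparc, Lum and Mfap5 were 1.98, 2.20 and 2.37-fold lower. Of 16 endothelial genes, 7 rose, 0 fell and 9 did not pass by limma (9 rose adjusted over the list alone), with a median of 0.47 log2 (camera adjusted p = 0.000758, p = 0.107 with an estimated correlation). The vascular growth factor receptors Flt1 and Kdr rose 1.78 and 1.69-fold and the adhesion molecule Pecam1 1.75-fold. Rasip1 rose 1.46-fold, although 2 further probe sets of Rasip1 and 1 of Kdr gave -0.34, -0.26 and -0.09 log2. Sele, the endothelial selectin of inflamed vessels, was at 5.30 ± 0.56 log2 against 3.16 ± 0.04 in normal arrays, below their lower quartile. After cyclic loess Rasip1, Kdr and Pecam1 were no longer called.

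Of 19 circadian clock genes, 10 rose, 2 fell and 7 did not pass (14 and 4 adjusted over the list alone), with a median of 1.01 log2 (camera adjusted p = 0.00782, unadjusted p = 0.0146 with an estimated correlation). After adjustment the clock list was not called with an estimated correlation. Dbp, a clock-driven transcription factor, rose 5.29-fold to 8.77 ± 0.52 log2 (limma adjusted p = 0.00431). Bhlhe41, Bhlhe40 and Nr1d2, repressors within the clock, rose 3.34, 3.26 and 3.15-fold. Per2 rose 4.51-fold, with -0.02 log2 on its other probe set. The members that fell, named after their values were seen, were the activators Bmal1 and Npas2, which were 2.82 and 2.37-fold lower. Among 43 NRF2 targets and genes of xenobiotic metabolism, 8 rose, 2 fell and 33 did not pass (11 and 2 adjusted over the list alone). Their median was 0.37 log2 (camera adjusted p = 0.0115, p = 0.371 with an estimated correlation; adjusted p = 0.114 without 4NQO array 3). Mgst2 and Ephx1, which detoxify electrophiles, rose 2.71 and 1.88-fold, and the aldo-keto reductase Akr1b8 3.67-fold (not called after cyclic loess). The members that fell were Hmox1, which degrades haem, 3.17-fold lower, and the glutaredoxin gene Glrx, 5.47-fold lower (limma adjusted p = 0.00323 and 0.00736). The fold of Glrx rests in part on 4NQO array 2, at 8.62 log2 against 10.34 and 10.45 on 4NQO arrays 1 and 3. Of 36 cell cycle genes, 9 rose, 0 fell and 27 did not pass by limma (9 rose adjusted over the list alone), with a median of 0.34 log2 (camera adjusted p = 0.0146, p = 0.553 with an estimated correlation; adjusted p = 0.696 without 4NQO array 3, and the call was also lost without normal array 2). Mcm4, Mcm2 and Cdt1, which license replication origins, rose 2.10, 1.89 and 2.19-fold, and the ribonucleotide reductase gene Rrm1 1.77-fold.

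Other genes with large rises were the protease inhibitor Serpina3n (7.71-fold, not called after cyclic loess, from 2.07 log2 without 4NQO array 1 to 4.11 without 4NQO array 2), the glucose transporter Slc2a1 (3.29-fold) and Tbc1d10c (3.28-fold). Of the genes that the study names, Myc rose 2.05-fold to 8.08 ± 0.38 log2 (limma adjusted p = 0.0107). Icam1, which has a primer in the study and was named after its value was seen, rose 2.22-fold (limma adjusted p = 0.00805). Il1b was at 5.46 ± 1.09 log2 against 5.13 ± 0.22 (limma adjusted p = 0.618), with 6.71 on 4NQO array 1. Ptgs2, encoding cyclooxygenase 2, was at 4.28 ± 1.58 against 3.14 ± 0.35 (limma adjusted p = 0.218), and its 4NQO arrays ran from 2.84 to 5.97. Il1a was at 4.68 ± 0.75 against 5.98 ± 0.46 and Il1rn, which encodes IL-1Ra itself, at 5.81 ± 0.56 against 6.61 ± 0.43 (limma adjusted p = 0.0608 and 0.107). Il1r1, Il1r2, Il1rap, Fos, Ccl2, Cxcl2, Mmp9, Mmp13, Tgfb1, Tgfb2 and Tgfb3 did not pass, with differences from -1.09 log2 for Fos to 0.58 for Ccl2. The normal arrays of Ptgs2 lay below their lower quartile, so the size of its difference is not given. Without 4NQO array 2, Ptgs2 and Il1r1 passed as higher (limma adjusted p = 0.0364 and 0.0403), and without 4NQO array 3, Il1rn and Il1r2 were at -1.13 and -0.85 (limma adjusted p = 0.0323 and 0.0159). Il1a passed without IL-1Ra array 3 (limma adjusted p = 0.0446).

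Without normal array 1, 2 or 3, limma called 1873, 1518 and 851 probe sets, and 12, 14 and 26 of the 54 named calls were lost, at adjusted p up to 0.158. These included Krt36, Krt33b, Serpina3n, Sparc and Kdr, and Serpina3n was lost without each of 7 arrays.

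**Figure D1:**
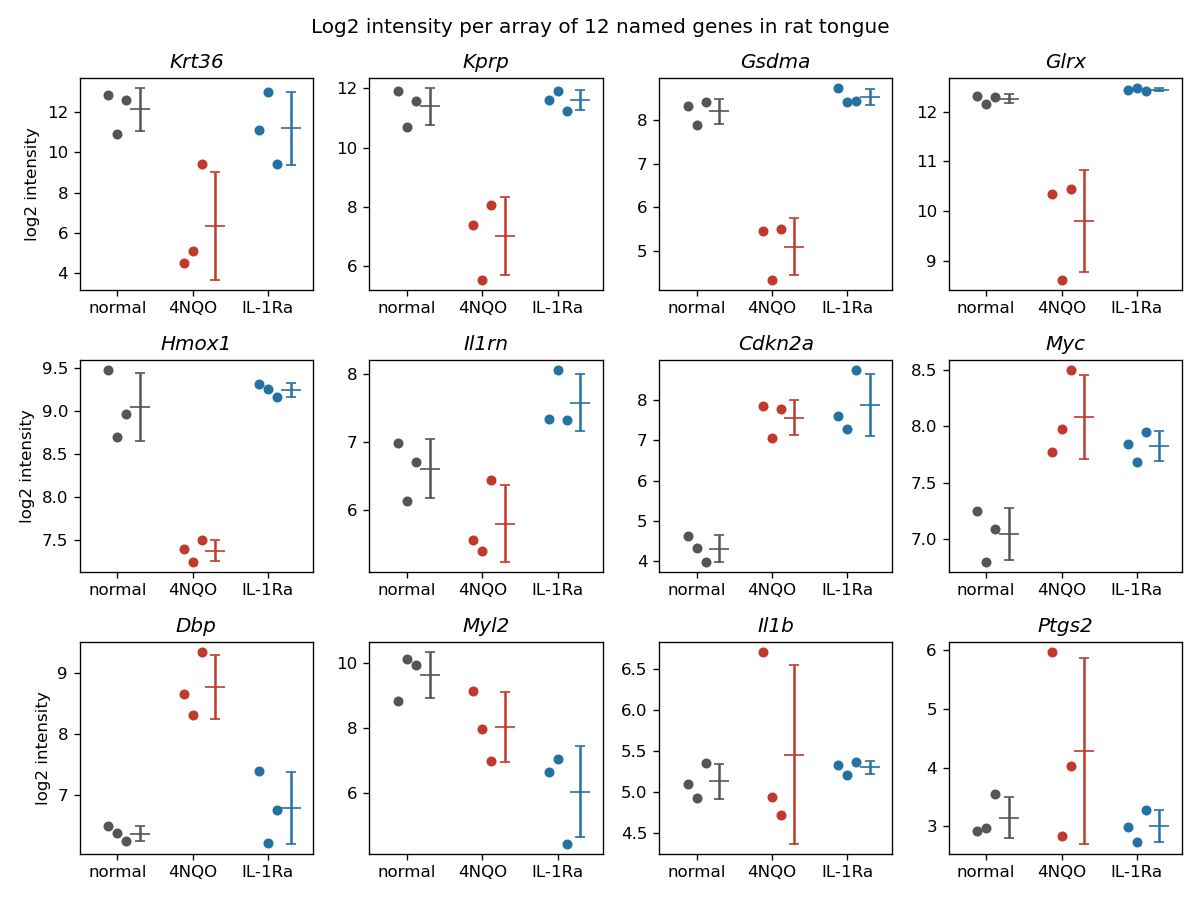
Log2 intensity of 12 named genes on each of 9 arrays, in panels with separate vertical axes that do not start at 0; points are arrays of normal (grey), 4NQO (red) and IL-1Ra (blue) tongue, and bars give the mean and SD of 3 arrays. Krt36, Kprp, Gsdma, Glrx and Hmox1 were lower in 4NQO, whereas Cdkn2a lay at 7.56 in 4NQO and 7.88 in IL-1Ra against 4.32 in normal tongue.

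The comparison of IL-1Ra with 4NQO asks what treatment with the antagonist changes in tongues exposed to the carcinogen. Some genes of the cornified layer rose steeply in the IL-1Ra arrays, together with 4 genes of the IL-1 family, its receptors and its signalling, among them Il1rn and Il1r2. Some clock genes, such as Dbp, and some genes of slow muscle fibres, such as Tnnt1, fell. Kprp was at 11.59 ± 0.34 log2 against 7.01 ± 1.31 in 4NQO (24.0-fold; SD, n = 3; limma adjusted p = 0.00372), and Dbp at 6.80 ± 0.59 against 8.77 ± 0.52 (3.94-fold lower; limma adjusted p = 0.0127). The fold of Kprp rests in part on 4NQO array 2, at 5.54 log2 against 7.41 and 8.08 on 4NQO arrays 1 and 3.

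Limma called 722 probe sets, 495 higher and 227 lower after IL-1Ra, and of 305 that differed at least 2-fold, 288 were higher and 17 lower. The share of higher calls was 68.6%, against 79.9% of 732 calls after cyclic loess, 49.9% of 2353 calls without 4NQO array 3 and 94.4% of 195 calls with the 6 compared arrays alone. By symbol, 362 genes were higher and 163 lower. The 3′ minus 5′ difference of beta-actin was 1.13 ± 0.15 log2 in IL-1Ra (exact permutation p = 0.6, n = 3), and that of hexokinase was 1.98 ± 0.20, higher by 0.49 (exact permutation p = 0.1, n = 3). That of GAPDH was lower by 0.081 (exact permutation p = 0.1, n = 3), with every IL-1Ra array below every 4NQO array.

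Of the 37 cornification genes, 13 rose, 0 fell and 24 did not pass by limma, and adjusted over the list alone 35 rose and 1 fell. Their median was 1.62 log2 (camera adjusted p = 2.24e-23), with p = 0.0623 with an estimated correlation. Gsdma rose 10.7-fold to 8.52 ± 0.18 log2, and Klk6, a kallikrein protease of shedding epithelium, 9.22-fold to 7.25 ± 0.62 (limma adjusted p = 0.00132 and 0.00295). Anxa9 and Scel rose 4.35 and 3.08-fold, Asprv1 8.57-fold and the envelope precursor Sprr2d 10.3-fold. The folds of Sprr2d and Asprv1 rest in part on 4NQO array 2, where they were at 5.06 and 7.89 log2. On 4NQO arrays 1 and 3, Sprr2d was at 7.72 and 7.96 and Asprv1 at 10.47 and 9.77. Outside that list, Kplce, Lce1f and Lce3b rose 12.4, 10.4 and 7.44-fold, the ubiquitin ligase gene Rnf227 10.5-fold, and Hpd of tyrosine breakdown 8.64-fold. Of the genes named by the study, Hmox1 and Glrx were 3.63 and 6.22-fold higher (limma adjusted p = 0.00167 and 0.00984).

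Of 24 genes of the IL-1 family, its receptors and its signalling, 4 rose, 0 fell and 20 did not pass by limma (10 rose adjusted over the list alone). Their median was 0.23 log2 (camera adjusted p = 5.73e-05, p = 0.108 with an estimated correlation). Il1rn rose 3.41-fold to 7.57 ± 0.42 log2, and Il1r2, a decoy receptor for IL-1, 2.39-fold to 7.75 ± 0.18 (limma adjusted p = 0.0218 and 0.0252). Il36rn, an antagonist of the IL-36 receptor, rose 3.02-fold, and the activating adaptor Myd88 1.75-fold. The agonist genes Il36b and Il18, named after their values were seen, were 2.46 and 0.72 log2 higher (limma adjusted p = 0.053 and 0.0797). Il1b was at 5.30 ± 0.08 against 5.46 ± 1.09 log2 and Il1a at 6.08 ± 0.66 against 4.68 ± 0.75 (limma adjusted p = 0.879 and 0.108). Myc was at 7.82 ± 0.14 against 8.08 ± 0.38, a difference of -0.26 log2 (limma adjusted p = 0.506). Ptgs2 ran from 2.73 to 3.28 log2 on the IL-1Ra arrays, below their lower quartile, where background limits it, against 4.28 ± 1.58 in 4NQO (limma adjusted p = 0.286). The study describes both as reduced after IL-1Ra, and by limma neither passed. Il1r1, Il1rap, Fos, Ccl2, Cxcl2, Mmp9, Mmp13 and the Tgfb genes did not pass either, with differences from -0.64 log2 for Fos to 0.80 for Il1rap.

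Of the immune cell lists, 4 were called higher by camera in the same comparison, with 0 members passing limma. The median of 17 macrophage genes was 0.61 log2, with 16 above 0 (camera adjusted p = 0.000486, p = 0.269 with an estimated correlation). That of 19 T and NK cell genes was 0.21 (camera adjusted p = 0.00274, unadjusted p = 0.0300 with an estimated correlation), that of 8 MHC class II genes 0.73, all above 0 (camera adjusted p = 0.00115, p = 0.181 with an estimated correlation), and that of 10 B and plasma cell genes 0.24 (camera adjusted p = 0.0227, p = 0.115 with an estimated correlation; adjusted p up to 0.105 with 1 array left out). After adjustment none of these 4 lists was called with an estimated correlation. Adjusted over the list alone, 2 MHC class II genes rose and 0 members of the other 3 lists passed.

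Of 39 skeletal muscle genes, 4 fell, 0 rose and 35 did not pass by limma (16 fell adjusted over the list alone), with a median of -0.41 log2 (camera adjusted p = 3.60e-07, p = 0.172 with an estimated correlation). The slow fibre troponin genes Tnnt1, Tnnc1 and Tnni1 fell 3.53, 2.76 and 2.08-fold, and Ttn, encoding the giant sarcomere protein titin, 1.64-fold. Casq2, the calsequestrin of slow and heart muscle, fell 2.47-fold. After cyclic loess Tnnt1 and Tnni1 were no longer called. Of 23 genes of fatty acid oxidation, 2 fell, 0 rose and 21 did not pass by limma (12 fell adjusted over the list alone), with a median of -0.42 log2 (camera adjusted p = 1.50e-05, p = 0.160 with an estimated correlation). The fatty acid carriers Cd36 and Fabp3 fell 1.96 and 1.53-fold, and Ech1 and Cpt1b were at -0.84 and -0.76 log2 (limma adjusted p = 0.0609 and 0.0906, and 0.0212 and 0.0211 without 4NQO array 3).

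Of the 19 clock genes, 3 fell, 0 rose and 16 did not pass by limma (9 fell and 2 rose adjusted over the list alone). Their median was -0.61 log2 (camera adjusted p = 0.0415, unadjusted p = 0.0395 with an estimated correlation). After adjustment the list was not called with an estimated correlation. The call with the preset correlation held in 6 of 9 fits with 1 array left out, was lost without IL-1Ra array 1 or 3 or 4NQO array 3 (camera adjusted p up to 0.159), and had an adjusted p of 0.0559 with the mean of all probe sets of a gene. Dbp, Nr1d2 and Bhlhe41 fell 3.94, 2.85 and 2.58-fold, and Cry1 was 0.96 log2 higher (limma adjusted p = 0.05, and 0.0371 after cyclic loess and 0.0281 without IL-1Ra array 1). Of 16 endothelial genes, Rasip1 alone fell by limma, 1.43-fold (not after cyclic loess), with 0.20 log2 on another of its probe sets, and 15 did not pass (6 fell adjusted over the list alone). The endothelial median was -0.42 log2 (camera adjusted p = 5.73e-05, p = 0.0650 with an estimated correlation), with Sox17, Egfl7 and Flt1 at -0.85, -0.40 and -0.51. Sox17 passed without 4NQO array 1 or 3 (limma adjusted p = 0.0227 and 0.0466) and Egfl7 without 4NQO array 3 (limma adjusted p = 0.0306). The fibroblast and matrix list had a median of 0.38 log2 with 0 of 41 members called by limma (camera adjusted p = 0.000116, p = 0.350 with an estimated correlation; adjusted p = 0.0981 without 4NQO array 2), and 0 members passed adjusted over the list alone. Kiaa0408L and the palmitoyltransferase gene Zdhhc20 were 2.23 and 2.17-fold lower, and the activin receptor gene Acvr2b was at 5.66 ± 0.22 log2 against 6.66 ± 0.26.

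Of the 32 named calls, 10 held without each array in turn, and 18, 17 and 19 were lost without IL-1Ra array 1, 2 and 3 (adjusted p up to 0.171), among them Il1rn, Il1r2, Tnnt1 and Sprr2d. The count of calls was 245, 184 and 235 without these arrays, 387, 474 and 378 without the normal arrays, 403 without 4NQO array 2, 2353 without 4NQO array 3, and 195 when the 6 compared arrays were fitted alone.

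**Figure D2:**
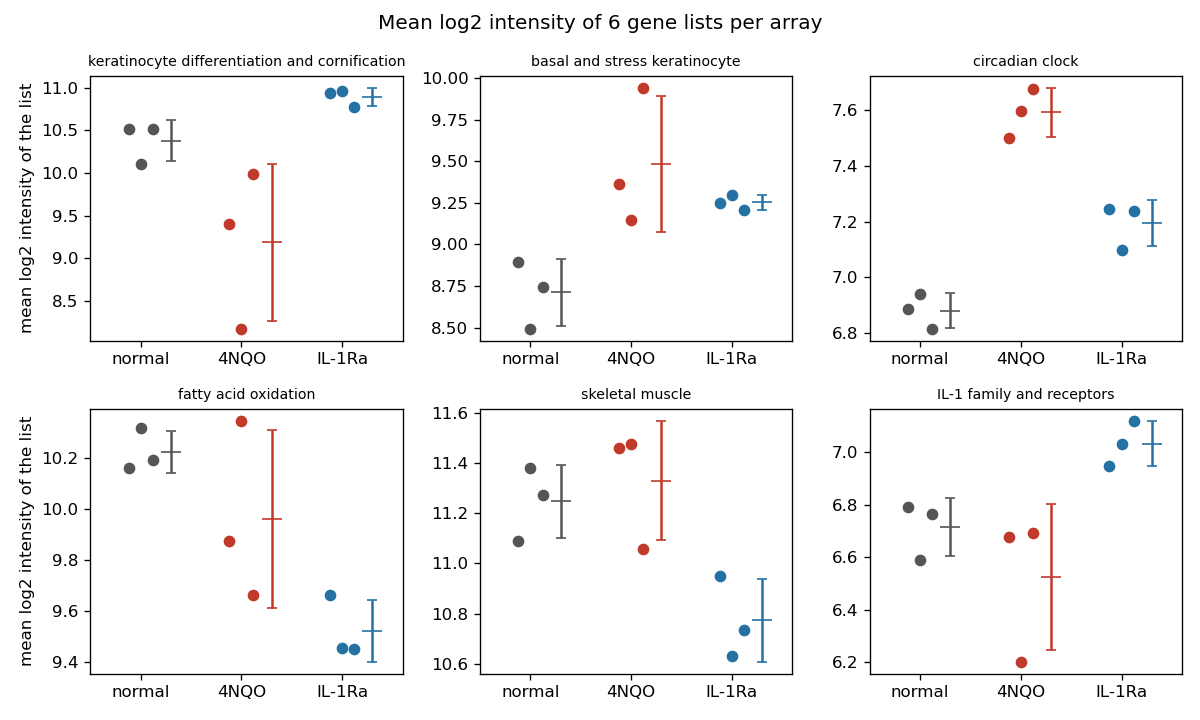
Mean log2 intensity of the members of 6 gene lists on each of 9 arrays, in panels with separate vertical axes that do not start at 0; points are arrays and bars the mean and SD of 3 arrays per group. The cornification list lay between 10.1 and 10.52 in normal, between 8.18 and 9.98 in 4NQO and between 10.78 and 10.97 in IL-1Ra arrays.

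The study describes expression after IL-1Ra as nearer to that of normal tongue. Of the 722 probe sets called in IL-1Ra against 4NQO, 467 had been called in the opposite direction in 4NQO against normal, and 2 in the same direction. Of these, 312 were lower in 4NQO and higher after IL-1Ra, among them Kprp, Gsdma, Asprv1, Hmox1 and Glrx, and 155 were higher and then lower, among them Dbp and Bhlhe41. Independent lists of these sizes would share 26.9 and 21.4. Both comparisons use the same 4NQO arrays. A time of day of killing that differed in the 4NQO group, left open below, would also turn clock genes such as Dbp and Bhlhe41. In 100 simulated data sets where the IL-1Ra group had the 4NQO means, 0.07 opposite calls arose on average and at most 2. Such data hold almost no calls in IL-1Ra against 4NQO, so this does not show how many of the 722 calls shared arrays alone could turn. The 3 shared arrays cannot be split with 2 on each side, so part of the excess may come from them. The count of reversed calls was 200, 271 and 161 without normal arrays 1, 2 and 3, 179, 150 and 184 without IL-1Ra arrays 1, 2 and 3, 278 without 4NQO array 2 and 1259 without 4NQO array 3. Over all probe sets the changes had a correlation of -0.671 across genes against -0.499 simulated without effects, and a covariance of -0.0972 against -0.0154. The simulated covariance had about the same size for shared normal arrays (0.0154), so the simulated groups had equal spread. The real 4NQO arrays spread more widely (median SD 0.19 log2, against 0.11 for normal and 0.15 for IL-1Ra). That spread would make both simulated values more negative. The correlation and covariance therefore do not separate a reversal from the effect of shared arrays.

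To measure the change left after IL-1Ra, 1 normal and 1 4NQO array were held out of the selection of genes. The IL-1Ra arrays were not held out. The IL-1Ra group kept on average 39.3% of the change between 4NQO and normal, with 19.7% to 50.04% over 9 choices of held-out arrays. After cyclic loess this share was 24.5%, and without IL-1Ra arrays 1, 2 and 3 it was 17.2%, 30.7% and 28.3%. The IL-1Ra arrays lay at a mean distance of 69.1 log2 units from normal and 81.7 from 4NQO arrays, a difference of -12.6 (exact permutation p = 0.114, smallest possible 0.00119; p = 0.0226 over the 1000 probe sets of largest variance). Without 4NQO array 2 the difference was -5.52. Normal and 4NQO arrays lay 87.8 apart. Within the groups the mean distance was 44.3 for normal, 57.4 for IL-1Ra and 74.0 for 4NQO, so distances to the 4NQO arrays include their wider spread and the difference does not measure nearness to normal alone. Hierarchical clustering split off the 4NQO arrays, then 4NQO array 3 from the others, and then normal from IL-1Ra arrays.

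The comparison of IL-1Ra with normal tongue asks what differs from normal under the antagonist, whether or not it differed in 4NQO. Of the genes named below, Myl2, Tnnc1, Tnni1 and Myoz2 were not called in 4NQO against normal (-1.60, -0.18, -0.51 and -0.38 log2). Klk6 was at -0.96 log2 there, also without passing. Genes called in both comparisons with normal are given further below. Some genes of fatty acid oxidation and of slow muscle fibres fell in the IL-1Ra arrays, and Cdkn2a rose. Cdkn2a was at 7.88 ± 0.77 log2 against 4.32 ± 0.33 (11.8-fold; SD, n = 3; limma adjusted p = 0.0196). Myl2, a myosin light chain of slow and heart muscle, was at 6.05 ± 1.40 against 9.64 ± 0.70 (limma adjusted p = 0.044).

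Limma called 581 probe sets, 413 higher and 168 lower, with 96 at least 2-fold (54 higher, 42 lower). The share of higher calls was 71.1%, against 46.3% of 203 calls after a new quantile normalization and 35.1% of 97 calls after cyclic loess. By symbol, 335 genes were higher and 107 lower. The 3′ minus 5′ differences of beta-actin and hexokinase were 0.32 and 0.48 log2 higher in the IL-1Ra arrays (exact permutation p = 0.1 each, n = 3).

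Of the 23 genes of fatty acid oxidation, 6 fell, 0 rose and 17 did not pass by limma (16 fell adjusted over the list alone). Their median was -0.52 log2 (camera adjusted p = 4.43e-11, p = 0.0590 with an estimated correlation). Fabp3 fell 2.29-fold to 11.99 ± 0.16 log2, and Cd36 2.33-fold to 9.04 ± 0.20 (limma adjusted p = 0.0196 and 0.0365). Acsl1, which activates fatty acids, fell 1.96-fold, and Etfdh, which passes their electrons to the respiratory chain, fell to 9.49 ± 0.23 log2 from 10.49 ± 0.15. The lipid droplet gene Plin5 was 4.27-fold lower, the glycerol channel gene Aqp7 6.33-fold lower, and Nudt7 of the peroxisome 3.31-fold lower. Of the 39 skeletal muscle genes, 4 fell, 0 rose and 35 did not pass by limma (8 fell adjusted over the list alone), with a median of -0.19 log2 (camera adjusted p = 1.97e-07, p = 0.164 with an estimated correlation). They were Myl2, Tnnc1, Tnni1 and Myoz2, all of slow fibres, and the last 3 fell 3.14, 2.96 and 2.38-fold. Atp1b4, Acyp2, Slc25a34 and Pik3c2g were 3.89, 3.70, 3.37 and 5.62-fold lower. On IL-1Ra arrays 1, 2 and 3, Pik3c2g was at 5.44, 3.20 and 4.00 log2. The value on IL-1Ra array 2 lay below that array's lower quartile of 3.65 log2, where background limits the fold of Pik3c2g. After cyclic loess Myl2, Tnnc1, Myoz2, Atp1b4, Slc25a34 and Pik3c2g were no longer called.

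Of 43 NRF2 targets and genes of xenobiotic metabolism, 2 rose, 1 fell and 40 did not pass (8 and 1 adjusted over the list alone), with a median of 0.48 log2 (camera adjusted p = 0.000324, p = 0.225 with an estimated correlation). The glutathione transferase genes Mgst2 and Gsta4 rose 2.31 and 2.05-fold. Ahr, the receptor for aromatic hydrocarbons, was the member called lower, at 3.21 ± 0.06 log2 against 3.82 ± 0.17, near the lower quartile of the arrays (3.60 to 3.78), where background limits its value, and Nfe2l2, encoding NRF2, was 0.58 log2 higher (limma adjusted p = 0.0532, and 0.0416 and 0.0218 without 4NQO array 2 or 3). Of 36 cell cycle genes, 5 rose, 0 fell and 31 did not pass by limma (11 rose adjusted over the list alone), with a median of 0.39 log2 (camera adjusted p = 0.00111, p = 0.441 with an estimated correlation). Mcm3, Mcm2, Ccne1 and Rrm1 rose 2.05, 1.91, 1.81 and 1.65-fold. Of 8 MHC class II genes, 1 rose and 7 did not pass (2 rose adjusted over the list alone), with a median of 0.68 log2 (camera adjusted p = 0.0125, p = 0.280 with an estimated correlation; adjusted p = 0.112 with the mean of all probe sets of a gene). The member that rose was Ciita, the transactivator of the class, 1.86-fold, with -0.33 log2 on its other probe set. RT1-DMa, RT1-Bb and RT1-Da were 0.77, 1.41 and 0.80 log2 higher without passing, and another probe set of RT1-Bb gave -1.15. After cyclic loess Mgst2, Gsta4, Ahr, Mcm3, Mcm2, Ccne1, Rrm1 and Ciita were no longer called. RT1-DMa passed without 4NQO array 2 or 3 (limma adjusted p = 0.0170 and 0.0334).

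Klk6 rose 4.75-fold, the asparagine synthetase gene Asns 2.89-fold, Pla2g4b 2.68-fold, Spon1 2.59-fold, Slc2a1 2.51-fold and Dnah1 2.47-fold. The cornification list, which includes Klk6, was called higher than normal by camera (adjusted p = 0.035). The call held in 6 of 9 fits with 1 array left out. Sprr2d of the same list was 2.58 log2 above normal without passing (limma adjusted p = 0.0852). Upb1 was at 4.58 ± 0.55 log2 against 2.95 ± 0.12 in normal arrays, below their lower quartile, so its fold is not given. The keratinocyte kinase gene Ripk4 rose to 9.37 ± 0.13 log2 from 7.99 ± 0.06. The nuclear receptor gene Nr4a3 rose 3.24-fold, with -0.01 log2 on another probe set. After cyclic loess Nr4a3, Pla2g4b, Ripk4, Spon1, Slc2a1 and Dnah1 were no longer called. Of the 21 genes taken from the study by rule, none passed by limma with all arrays. Icam1, an adhesion molecule that has a primer in the study and was named after its value was seen, rose 1.84-fold (limma adjusted p = 0.0498). Myc was 0.78 log2 and Il1rn 0.96 log2 above normal (limma adjusted p = 0.0637 and 0.115), Gsdma 0.33 and Glrx 0.18 above, Anxa9 0.46, Hmox1 0.20 and Dbp 0.43 above, and Fos lay at -1.74. Without 4NQO array 3, Myc and Il1r2 passed (limma adjusted p = 0.0215 and 0.0302), and without 4NQO array 2, Il1rap and Anxa9 (limma adjusted p = 0.0341 and 0.0496).

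Relative to normal, 296 probe sets were higher and 90 lower in both 4NQO and IL-1Ra, and 6 differed in opposite directions. Independent lists would share 38.9 and 9.14. The 3 normal arrays cannot be split with 2 on each side, so part of the excess may come from them. The changes had a covariance of 0.0715 against 0.0154 simulated, and a correlation across genes of 0.555 against 0.5004. These simulated values too come from groups of equal spread, which the real groups did not have. Of 214 genes with a usable symbol called in both, such as Cdkn2a, Slc2a1, Mgst2, Rrm1 and Mcm2, 180 were higher and 34 lower in both, and 4 were also called in IL-1Ra against 4NQO.

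All 33 named calls of this comparison depended on the arrays kept: without normal array 1, 2 or 3 limma called 0 probe sets (5797, 4790 and 4956 at an unadjusted p of 0.05; the methods' t-test on all arrays with Benjamini-Hochberg called 109), and without IL-1Ra array 1, 2 or 3 it called 1, 6 and 1. Without 4NQO array 1, 2 or 3, which enters only through the shared spread, it called 250, 1396 and 2084, and with the 6 compared arrays alone 2714.

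**Figure D3:**
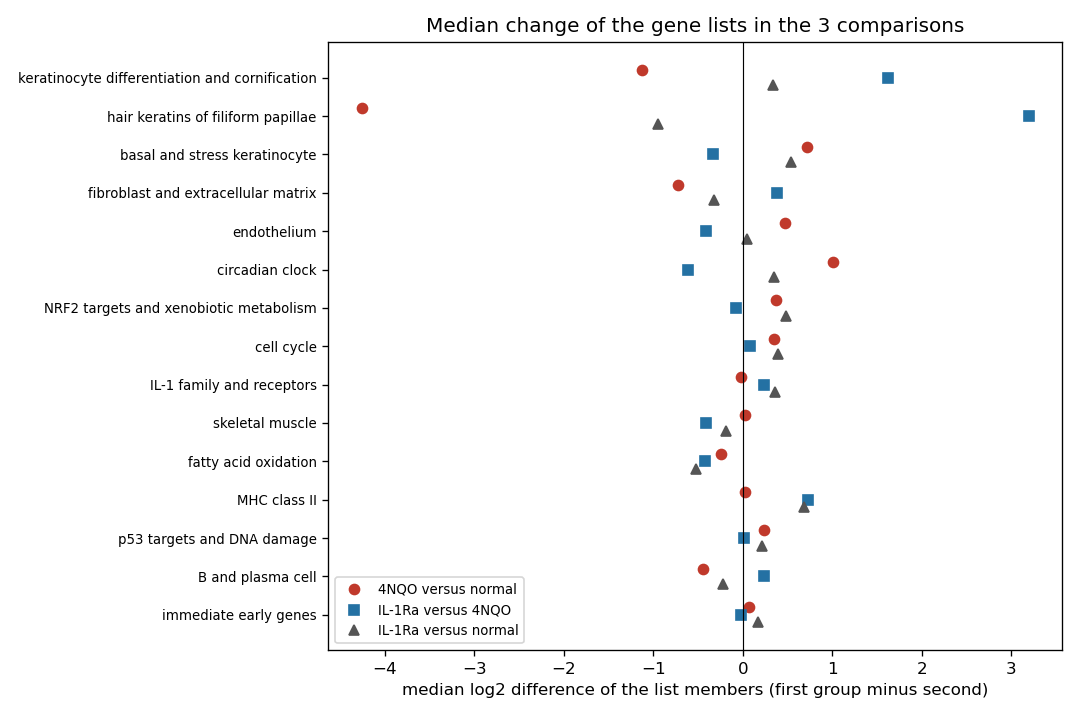
Median log2 difference of the members of 15 gene lists in 4NQO against normal (red circles), IL-1Ra against 4NQO (blue squares) and IL-1Ra against normal (grey triangles), with the line at 0. The cornification list stood at -1.13, 1.62 and 0.33 and the fatty acid oxidation list at -0.25, -0.42 and -0.52.

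Over the 3 comparisons camera called 40 of 105 list tests with the preset correlation, 0 with an estimated correlation (lowest adjusted p 0.647; 5 at an unadjusted p of 0.05) and fry called 6. In 59 of 100 groupings of the 9 arrays into 3 groups of 3, the real grouping included, as many lists passed, so the members that passed limma singly, not the list tests, separate the groups. The genes with RT-PCR primers in the study, which it picked from its own arrays, in part from these samples, are not independent evidence of a direction. By limma they had 3 of 20 members higher and 4 lower in 4NQO against normal, and 5 higher and 1 lower in IL-1Ra against 4NQO. The F test called 3729 probe sets, 2135 after cyclic loess, 972, 799 and 452 without normal arrays 1, 2 and 3, and 2422, 1842 and 2397 without IL-1Ra arrays 1, 2 and 3.

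The study's text defines changed genes by a 2-fold or 1.5-fold difference and a threshold on a detection P, and names no test between groups for the arrays. The methods' t-test was used here in its place, so these counts rest on a criterion that the study may not have used. At an unadjusted p of 0.05 and at least a 2-fold change, 452 probe sets passed for 4NQO against normal, 357 for IL-1Ra against 4NQO and 195 for IL-1Ra against normal. They stood for 322, 261 and 143 genes with a symbol. At 1.5-fold 2249, 1009 and 1391 probe sets passed. In 4NQO but not in IL-1Ra against normal, 394 probe sets with 278 gene symbols passed at 2-fold. The 2-fold counts were 284 for 4NQO against normal without normal array 3, and 232 and 541 for IL-1Ra against 4NQO without IL-1Ra array 2 and 4NQO array 3. After Benjamini-Hochberg adjustment the methods' t-test kept 1, 0 and 109 probe sets at any fold, of 8236, 3737 and 7614 at an unadjusted p of 0.05, where limma called 4610, 722 and 581.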

Values the study reported

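The study reported 290 differentially expressed genes for the IL-1Ra group against the 4NQO group, and 212 for the IL-1Ra group against normal rats. A set of 431 genes differed in the 4NQO group and did not in the IL-1Ra group. Mean histological scores were 2.40 ± 0.63 in the 4NQO group and 1.75 ± 0.97 in the IL-1Ra group for the anterior part of the tongue. For the middle part they were 4.73 ± 2.71 and 2.86 ± 1.43.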

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

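The fit with 1 weight per group was chosen after the results were seen, and every other setting was written down beforehand. Probe sets called in 4NQO against normal (4610) numbered 2821 after a new quantile normalization, 2480 after cyclic loess, 2648 with 1 probe set per gene, which tests fewer probe sets, 1 by the methods' t-test with Benjamini-Hochberg (8236 at an unadjusted p of 0.05), and 851 to 4417 with 1 array left out. For IL-1Ra against 4NQO (722) they numbered 352 with 1 weight per group, 359 with 1 probe set per gene, 195 from only the 6 arrays compared, 0 by the methods' t-test (3737 at an unadjusted p of 0.05) and 184 to 2353 with 1 array left out. For IL-1Ra against normal (581) they numbered 203 after quantile normalization, 97 after cyclic loess, 3556 with array weights, 3186 with 1 weight per group, 326 with 1 probe set per gene, 2714 from only the 6 arrays compared, 109 by the methods' t-test and 0 to 2084 with 1 array left out. The F test (3729) gave 2135 after cyclic loess and 452 to 5435 with 1 array left out. Lists called by camera (40) numbered 0 with an estimated correlation, 6 by fry and 38 to 49 with 1 array left out. Reversed calls (467) ran from 150 to 1259. The share left (39.3%) was 24.5% after cyclic loess and ran from 17.2% to 30.7% with 1 IL-1Ra array left out. The position of the IL-1Ra arrays (-12.6) was -15.1 over the 1000 probe sets of largest variance (exact permutation p = 0.0226) and ran from -17.2 to -5.52. By the methods' t-test with 1.5-fold in place of 2-fold, 2249, 1009 and 1391 probe sets passed, and with 1 array left out 284 to 564, 232 to 541 and 141 to 222 at 2-fold. The 3′ minus 5′ difference of GAPDH in IL-1Ra against normal ran from -0.018 to 0.014, and that of hexokinase in 4NQO against normal from -0.15 to 0.097. Of 119 named calls, 0 changed sign without an array, 38 held without each array in turn, 81 were lost without at least 1, 34 were lost after cyclic loess and 117 by the methods' t-test with Benjamini-Hochberg. Signs that changed with 1 array left out were, for 4NQO against normal, Il1b -0.30 to 0.69, Il1rap -0.40 to 0.20, Ccl2 -0.23 to 1.51, Cxcl2 -0.39 to 0.17, Mmp9 -0.024 to 0.23, Tgfb1 -0.092 to 0.27 and Tgfb3 -0.028 to 0.37. For IL-1Ra against 4NQO they were Il1b -0.52 to 0.47, Il1r1 -0.16 to 0.13, Fos -1.31 to 0.53, Ccl2 -1.46 to 0.28, Cxcl2 -0.23 to 0.34, Mmp9 -0.24 to 0.13, Mmp13 -0.84 to 0.11 and Tgfb1 -0.072 to 0.29. For IL-1Ra against normal they were Il1a -0.27 to 0.35, Ptgs2 -0.28 to 0.060, Ccl2 -0.31 to 0.35, Cxcl2 -0.16 to 0.047, Mmp9 -0.097 to 0.23, Mmp13 -0.041 to 0.27 and Tgfb2 -0.013 to 0.11. Cyclic loess turned, in the same order of comparisons, Cxcl2 (0.045) and Tgfb3 (-0.074), Il1r1 (0.039) and Cxcl2 (-0.017), and Ccl2 (-0.018), Cxcl2 (0.028) and Tgfb2 (-0.074). Another probe set of the gene gave, for 4NQO against normal, Per2 -0.024, Tgfb2 -0.17, Rasip1 -0.34 and -0.26, Kdr -0.086 and Aen -0.37. It gave Rasip1 0.20 for IL-1Ra against 4NQO, and Nr4a3 -0.013, Il1r1 -0.18 and -0.015, Mmp9 -0.0014, Tgfb2 -0.24, Ciita -0.33 and RT1-Bb -1.15 for IL-1Ra against normal. Where the setting itself does not give it, the cause was not tested. Signal over background limits genes near the low end of the arrays, such as Cxcl2, Mmp9 and Mmp13, and Ptgs2 outside the 4NQO group, whose group means lay between 2.82 and 3.56 log2. No paired analysis was possible because the labels give the groups no shared replicate numbers.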

Other observations

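The tests of explanations and of other groupings of the arrays in this part were chosen after the results were seen, and the gene lists described here, though written down beforehand, were picked after their values were seen. Some B and plasma cell genes were lower in 4NQO than in normal tongue. Of 10 measured, 4 fell, 0 rose and 6 did not pass by limma (5 fell adjusted over the list alone), with a median of -0.45 log2 (camera adjusted p = 0.000199, unadjusted p = 0.0255 with an estimated correlation). After adjustment this list was not called with an estimated correlation. Cd79b of the B cell receptor fell 1.41-fold, the lectin Cd22 1.48-fold, the plasma cell chaperone Mzb1 1.61-fold and the B cell membrane protein Ms4a1 1.35-fold, all at low levels (3.37, 3.92, 4.78 and 3.71 log2 in 4NQO, with lower quartiles of the arrays from 3.60 to 3.78), where background limits these folds. After cyclic loess Cd22, Mzb1 and Ms4a1 were no longer called. All 4 calls were lost without normal array 2 or 3, Cd22 also without 4NQO array 1 or 2, Mzb1 and Ms4a1 also without normal array 1, IL-1Ra array 1 or any 4NQO array, and Ms4a1 also without IL-1Ra array 2.

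Of 27 p53 targets and DNA damage genes in 4NQO against normal, 8 rose, 2 fell and 17 did not pass by limma (10 and 3 adjusted over the list alone), with a median of 0.24 log2 (camera adjusted p = 0.350, p = 0.297 with an estimated correlation). Mdm2, which targets p53 for degradation, rose 1.51-fold, and the nuclease gene Aen 1.55-fold, with -0.37 log2 on another probe set of Aen. Of 31 immediate early genes, 8 rose, 2 fell and 21 did not pass by limma (8 and 4 adjusted over the list alone), with a median of 0.07 log2 (camera adjusted p = 0.813, p = 0.892 with an estimated correlation). The orphan nuclear receptors Nr4a1 and Nr4a2 rose 2.42 and 1.66-fold, and Zfp36, which destabilises cytokine mRNA, 1.69-fold. After cyclic loess Mdm2, Aen and Zfp36 were no longer called. The calls of Aen, Nr4a2 and Zfp36 were lost without normal array 2 or 3, and that of Nr4a2 also without normal array 1 or 4NQO array 1 or 3.

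Of 23 salivary gland genes, 1 rose, 1 fell and 21 did not pass by limma in 4NQO against normal (1 and 1 adjusted over the list alone), with a median of -0.23 log2 (camera adjusted p = 0.00796, p = 0.0813 with an estimated correlation). In IL-1Ra against 4NQO, 1 fell, 0 rose and 22 did not pass by limma (1 fell adjusted over the list alone), with a median of 0.23 log2 (camera adjusted p = 0.0171, p = 0.112 with an estimated correlation), and the list call was lost without IL-1Ra array 2 or 4NQO array 3 (camera adjusted p up to 0.201). The members called, named after their values were seen, were the ion transporter gene Slc12a2, 2.09-fold higher in 4NQO and then 1.65-fold lower, and the immunoglobulin receptor gene Pigr, lower in 4NQO at 3.12 ± 0.15 log2, below the lower quartile of the arrays.

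Of 37 cornification genes, 17 fell, 1 rose and 19 did not pass by limma in 4NQO against normal, with a list p of 0.164 with an estimated correlation. A smaller share of epithelium in these pieces would lower basal markers too, but the basal and stress keratinocyte list had a median of 0.72 log2. Without 4NQO array 2 the median of the cornification genes was nearest to 0, at -0.64, so no single 4NQO array accounted for the difference. For RNA degradation the measures part: 2 IL-1Ra arrays with a beta-actin difference above that of a 4NQO array had cornification means at least 0.79 log2 above every 4NQO array, but the GAPDH difference was higher in every 4NQO array (0.306 to 0.427) than in any other (at most 0.299) by a narrow margin, and the hexokinase difference was lower in every 4NQO array (at most 1.78) than in every IL-1Ra array (at least 1.80). RNA degradation therefore stays open, as do a block of differentiation in lesions and lesions replacing papillae, each of which could give this pattern.

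Of 19 clock genes, 10 rose, 2 fell and 7 did not pass by limma in 4NQO against normal. The time of day at which rats were killed would move genes of the opposite phase the other way, and Bmal1, Npas2 and Clock had a mean change of -0.86 log2, which is in line with that explanation, although Clock alone was 0.18 log2 higher. A single array did not account for it, since at least 83.8% of the change of Dbp, Per2, Nr1d2 and Bhlhe41 was left without each 4NQO array. The times of day of killing were not given in the sources used here, so an effect of 4NQO on the clock and a difference in time of day stay open. A difference in time of day could likewise give the fall of clock genes in IL-1Ra against 4NQO, which was not tested.

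Of 7 genes of slow muscle fibres, 4 fell and 3 did not pass by limma in IL-1Ra against normal, and all 4 calls were lost without any 1 normal or IL-1Ra array. A smaller share of muscle would lower fast fibre genes as well, but 7 of 12 lay near the upper end of the arrays, and with the other 5 the slow minus fast fibre mean change was -1.495 log2, within its 95% bound of 1.64 either side of 0, while Myh2 of fast fibres was at -1.04 (limma adjusted p = 0.0614). Without each IL-1Ra array in turn the slow fibre median was at most -1.37, so no single IL-1Ra array accounted for it. Salivary gland genes, which could also differ with the place in the tongue, had 0 of 23 members called by limma in this comparison (camera adjusted p = 0.429; 0 adjusted over the list alone), which excludes no difference in place. A smaller share of muscle therefore stays open, and the place along the tongue from which each piece was taken, an effect at the injection site and a change of fibre type, none of them tested, could each give this difference.

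With 3 arrays against 3, only 10 splits exist, which cannot give a share under 0.05. The real splits gave 4610, 722 and 581 calls in 4NQO against normal, IL-1Ra against 4NQO and IL-1Ra against normal, and the highest of the others gave 0 in each. For the F test, 1 of 100 groupings, the real one, gave as many calls (3729, highest other 565). For the gene lists, 59 of 100 groupings gave as many (real 40, highest other 54).

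At an unadjusted p of 0.05 by the methods' t-test, 278 genes differed here in 4NQO but not in IL-1Ra against normal at 2-fold, and 1198 at 1.5-fold. The first count is lower and the second higher than the value quoted from the study above, whose text gives both folds without saying which applies and a detection P in place of a test between groups. Counted as probe sets, 394 passed at 2-fold, nearer to the quoted value but still below it, and 1775 at 1.5-fold. In IL-1Ra against 4NQO, 261 genes differed at 2-fold and 700 at 1.5-fold, and in IL-1Ra against normal 143 and 1023. In both, the 2-fold count of genes is lower than the value quoted above and the 1.5-fold count is higher. Counted as probe sets at 2-fold, 357 passed in the first, above the quoted value, and 195 in the second, below it. The study counts probe sets in its other array comparisons, so the direction of the first gap depends on the unit.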
